A study of Homo sapiens with 18 samples. Its data were reported in "YAP1/TAZ-TEAD transcriptional networks maintain skin homeostasis by regulating cell proliferation and limiting KLF4 activity" (2020).

How the data were processed

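RNA from N/TERT2G keratinocytes was sequenced for Ad-TEADi and Ad-GFP at 12, 24 and 48 h, with 3 libraries per group and 18 libraries in 6 groups. Groups, times and replicate numbers were taken from the sample labels. The submitters' processing notes name Trimmomatic 0.36, STAR 2.5.1 and Partek 8.0.19.0819, with reads aligned to hg19. Strandedness of the libraries is not given in the sources used here.

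The authors deposited a table of 15896 gene symbols. Its first values are TMM normalized CPM, per the file headers and the values, in which the authors added 1 read to each estimated count before scaling. The same table holds TPM values deposited by the authors. It also holds the authors' deposited p-values, q-values and step-up FDR for Ad-TEADi against Ad-GFP at each time, together with the authors' deposited ratio and signed fold change. The lowest value of a library is its added read, so estimated reads were recovered as the value divided by that minimum, less 1. They summed to between 14.2 and 26.7 M per library. Between 75.3% and 78.2% of low estimated reads lay within 0.01 of a whole number, so counts were estimated rather than whole and no model of whole counts was fitted. Every listed gene reached at least 8 reads in some library.

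Some genes have copies on patch or haplotype contigs of hg19, and reads of such genes can go to either copy. Genes were set down as having uncertain copies where the listed chromosome was such a contig (452 genes), where values within a group differed over 16-fold with at least 100 reads (201), or where TMM and TPM values disagreed between libraries by a coefficient of variation over 0.2 (67), 539 genes in all. They stayed in the tests, are named as such, and were left out in an alternative fit.

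Genes with a value of at least 1 in at least 3 libraries were tested (13417 genes). Log2 of the value plus a pseudocount of 1 was fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 6 groups over all 18 libraries and empirical Bayes moderation with trend and robust options. P-values were adjusted by the Benjamini-Hochberg method over all tested genes for each comparison, and a gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. The comparisons were Ad-TEADi against Ad-GFP at each time, the difference of the 48 h and 24 h responses, and Ad-GFP at 48 h against 12 h. The overlap of calls was tested by a one-sided Fisher's exact test among all tested genes.

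Gene lists were written from textbook knowledge before the data were examined, 32 in all: YAP/TAZ-TEAD targets, Hippo pathway components, spinous layer differentiation, cornified envelope, epidermal lipid barrier, desquamation proteases and inhibitors, differentiation transcription factors, Notch pathway, basal layer and hemidesmosome, S phase, G2 and M phase, E2F family with cyclins and CDKs, CDK inhibitors, p53 targets, interferon response, inflammatory cytokines and NF-kB, antimicrobial and barrier alarm, EGFR ligands and AP-1/ERK feedback, ribosome biogenesis, Wnt targets, cholesterol synthesis, SRF and actin cytoskeleton, TGF-beta and matrix, desmosome and tight junction, hypoxia and glycolysis, ATF4 and unfolded protein stress, fibroblast markers, melanocyte markers, immune and endothelial markers, mitochondrial transcripts, housekeeping controls, and genes named by the study. Lists with at least 5 measured members were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over lists and comparisons. Members outside the table, such as AXIN2, were not analysed here.

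The genes named were fixed by rule before the data were examined. For each Ad-TEADi comparison they are the 10 largest rises and 10 largest falls among called genes whose groups do not overlap and whose higher group averages at least 5, up to 4 members of each list with the smallest adjusted p, and the genes named by the study. For Ad-GFP over time they are the 5 largest rises and 5 largest falls. Members of lists are named where the list is described, and any other gene is said to have been named after its value was seen. Some genes that the rule selects are not reported here.

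The fit was tested on simulated data with 200 changed genes and a dispersion of 0.01, after a first fit to the real values had been made. For the 48 h comparison, simulated over 12803 genes, 93.8% of genes changed 2-fold and 33.8% of those changed 1.5-fold were called, since the fold limit equals the smaller change, and 69.2% of the latter passed the adjusted p. For the 24 h comparison, over 12799 genes, the shares called were 92.4% and 28.8%. Alternatives varied the pseudocount, the filter, the scaling, the variance model, the thresholds, the libraries in the fit, a replicate block, each library left out in turn and the authors' deposited calls, and after the data were seen also the removal of uncertain copies and voom weights. The fit on TPM values kept the pseudocount of 1. The deposited TPM values summed to between 98913 and 99722 per library, against 851071 to 943329 for the TMM normalized values. That pseudocount therefore weighed more on the TPM values, and how far this changed the counts and balances was not tested. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.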

Results

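The series measured polyadenylated RNA by sequencing in N/TERT2G cells, an immortalized line of human keratinocytes. The cells received an adenovirus carrying TEADi, a green fluorescent protein fused to TEAD-binding domains of VGLL4, YAP1 and TAZ that blocks the TEAD transcription factors, or an adenovirus carrying green fluorescent protein alone. RNA was collected 12, 24 and 48 h after transduction at a multiplicity of infection of 25, with 3 libraries for each virus and time and 18 libraries in all. The depth recovered from the deposited values lay between 14.2 and 26.7 M reads assigned to the listed genes per library. Levels below are the deposited TMM normalized values (CPM), given as mean ± SD (n = 3). Changes are log2 ratios of Ad-TEADi over Ad-GFP ± SE from limma, taken after a pseudocount of 1 was added to each value, with adjusted p-values over 13417 tested genes. For genes with low values they are therefore smaller than the log2 ratio of the levels printed beside them. A gene is said to have risen or fallen where its adjusted p was under 0.05 and its fold change was at least 1.5. The labels describe triplicates and do not say more on how separate the cultures were, so the p-values measure the spread between these samples.

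The 12 h comparison asked whether the inhibitor had altered transcript levels soon after transduction. TRPV3, a calcium-permeable channel of keratinocytes, rose from 3.23 ± 0.869 in Ad-GFP to 5.31 ± 0.205 in Ad-TEADi (log2 change 0.60 ± 0.13, adjusted p = 0.0231). SLC15A3, a peptide and histidine transporter, fell from 15.9 ± 0.853 in Ad-GFP to 9.64 ± 2.38 in Ad-TEADi (log2 change -0.69 ± 0.15, adjusted p = 0.0243). PDXP, PVRIG2P and CTC-273B12.8 also fell, with log2 changes of -0.81, -1.96 and -1.01, and were named after their values were seen because the count is small. The sixth call was OTUD5, a deubiquitinase listed on a patch contig, where the row was at 0 reads in 15 of the 18 libraries, so no fold is given. In all, 6 of 13417 genes changed, 2 higher and 4 lower, while 2436 had an unadjusted p under 0.05 and 148 passed the adjusted p alone.

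Among the YAP/TAZ-TEAD targets at 12 h, levels of the matricellular genes CTGF and CYR61 were 73.5 ± 3.52 in Ad-GFP and 52.4 ± 0.847 in Ad-TEADi, and 359 ± 20.3 in Ad-GFP and 284 ± 6.21 in Ad-TEADi (log2 changes -0.48 ± 0.15 and -0.34 ± 0.08, adjusted p = 0.134 and 0.0639). AMOTL2, a junction protein that binds YAP, passed the adjusted p but missed the fold limit, with a log2 change of -0.33 ± 0.06 (adjusted p = 0.00535). None of the 20 measured targets was called, over all genes or adjusted over the list alone. As a set they ranked lower (adjusted p = 0.00550; adjusted p = 0.285 with an estimated correlation, and 0.0594 with the preset one without 12 h Ad-GFP replicate 3). The interferon response list ranked lower as well, with a median log2 change of -0.30 over 34 members and none called (adjusted p = 5.0e-10; adjusted p = 0.288 with an estimated correlation). Mitochondrial transcripts ranked lower too, with a median of -0.18 over 13 members and none called (adjusted p = 2.7e-04; adjusted p = 0.333 with an estimated correlation). STAT2, a signal transducer of the interferon receptor, was measured at 184 ± 12.8 in Ad-GFP and 147 ± 12.9 in Ad-TEADi (log2 change -0.32 ± 0.07, adjusted p = 0.0384). MYC and the p53 target MDM2 passed the adjusted p and missed the fold limit, with log2 changes of -0.29 ± 0.05 and 0.27 ± 0.06. No list call at 12 h held with an estimated correlation.

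All calls at 12 h but that of OTUD5 depended on single libraries. SLC15A3 was no longer called without 12 h Ad-GFP replicate 1 or 2 or Ad-TEADi replicate 1 (adjusted p = 0.0696, 0.0579 and 0.133), and TRPV3 without any of these or Ad-TEADi replicate 2 (adjusted p = 0.0946, 0.0857, 0.123 and 0.0718). PDXP was lost without Ad-GFP replicate 1 or 2 or Ad-TEADi replicate 1 (adjusted p between 0.0898 and 0.151), PVRIG2P without any of the 6 but Ad-GFP replicate 3 (adjusted p between 0.0565 and 0.123), and CTC-273B12.8 without Ad-GFP replicate 2 or any of the Ad-TEADi replicates (adjusted p between 0.0592 and 0.123). TRPV3 and SLC15A3 were also lost with a pseudocount of 5 (log2 changes 0.33 and -0.53) and in a fit of the 12 h libraries alone (adjusted p = 0.0680 and 0.0567). The count was 2 without Ad-GFP replicate 1, 1 without Ad-TEADi replicate 1 and 9 without replicate 3 of either virus, and limma called 0 genes where the mean value had to be at least 10, with 2082 at an unadjusted p under 0.05.

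The 24 h comparison asked the same question a day after transduction. MMP1, an interstitial collagenase, rose from 7.80 ± 1.49 in Ad-GFP to 45.8 ± 11.9 in Ad-TEADi (log2 change 2.39 ± 0.17, adjusted p = 2.5e-07), as did the stromelysin MMP10 (1.84 ± 0.14) and the gelatinase MMP9 (1.35 ± 0.11). AQP3, a water and glycerol channel of the epidermis, and the growth factor receptor FGFR3 rose by 2.03 ± 0.14 and 1.88 ± 0.13. The calprotectin subunits S100A9 and S100A8 rose, S100A9 by 1.66 ± 0.19 and S100A8 from 1.54 ± 0.295 in Ad-GFP to 6.47 ± 2.40 in Ad-TEADi, and AKR1C2, CA12 and FAM213A by 1.44 ± 0.15, 1.38 ± 0.11 and 1.37 ± 0.14.

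CTGF showed the largest fall at 24 h among genes with copies not in doubt, from 61.5 ± 4.77 in Ad-GFP to 17.3 ± 5.74 in Ad-TEADi (log2 change -1.81 ± 0.15, adjusted p = 2.3e-06). GJA5, a gap junction connexin, changed by -1.51 ± 0.15 and the metalloprotease ADAMTS1 by -1.47 ± 0.13. TMEM200A, TNFSF15, S1PR1 and the inflammasome sensor NLRP3 fell with log2 changes of -1.25, -1.12, -1.10 and -1.10. RPL10, GATAD2B and PQBP1 also met the call, but they lie among the genes of uncertain copies and all their Ad-TEADi libraries are listed at 0 reads, so no fold is given for them. The call of RPL10 ended when any 1 library of the 24 h groups was left out (adjusted p between 0.0504 and 0.0667), and that of PQBP1 when any of them but Ad-GFP replicate 2 was (adjusted p between 0.0622 and 0.118) or the 24 h libraries were fitted alone (adjusted p = 0.280). In all, 240 genes changed, 156 higher and 84 lower. Of the 240, 8 were genes of uncertain copies, and 232 remained called in a fit without such genes.

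The lists at 24 h moved in opposite directions. Of 22 differentiation transcription factors, 1 of them a gene of uncertain copies, 5 rose and none fell, and 5 rose when adjusted over the list alone (adjusted p = 3.4e-07, and adjusted p = 0.0323 with an estimated correlation). GRHL3, which acts in barrier formation, was among them, at 5.01 ± 0.532 in Ad-GFP and 10.1 ± 2.28 in Ad-TEADi (log2 change 0.87 ± 0.12, and no longer called at 0.58 with a pseudocount of 5), while PRDM1 passed the adjusted p and missed the fold limit at 0.49. The S phase list ranked lower, with 2 of 43 members falling, 2 also adjusted over the list alone (adjusted p = 1.2e-22, and adjusted p = 0.0323 with an estimated correlation). Of the 43 members, 39 were lower and 0 higher at an adjusted p under 0.05, most of them below the fold limit. CDC6, a loader of the replicative helicase, fell from 108 ± 1.28 in Ad-GFP to 69.2 ± 7.33 in Ad-TEADi (log2 change -0.63 ± 0.06), and the helicase subunit MCM5 was measured at 103 ± 2.26 in Ad-GFP and 78.6 ± 5.27 in Ad-TEADi (log2 change -0.39 ± 0.06, below the fold limit). In G2 and M phase none of 53 was called, with 20 lower and 0 higher at an adjusted p under 0.05 (adjusted p = 1.5e-09, and adjusted p = 0.0659 with an estimated correlation). Of 25 E2F family genes, cyclins and CDKs, 1 fell and 14 were lower at that adjusted p (adjusted p = 6.3e-07, and adjusted p = 0.0681 with an estimated correlation). The basal layer and hemidesmosome list ranked higher with 1 of 23 members rising, over all genes and adjusted over the list alone (adjusted p = 1.6e-10, and adjusted p = 0.0323 with an estimated correlation). In that list 14 members were higher and 1 lower at an adjusted p under 0.05. Its members LAMA5, KRT14 and TP63 had log2 changes of 0.57, 0.36 and 0.40, all below the fold limit in the fit with every library, and LAMA5 passed it without Ad-TEADi replicate 1 or 2 or Ad-GFP replicate 3 (0.59, 0.59 and 0.60).

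Of the YAP/TAZ-TEAD targets at 24 h, 2 of 20 fell, over all genes and adjusted over the list alone, namely CTGF and CYR61 (CYR61 385 ± 19.7 in Ad-GFP and 193 ± 31.6 in Ad-TEADi, adjusted p = 6.8e-07), and the list ranked lower (adjusted p = 2.5e-06; adjusted p = 0.0816 with an estimated correlation). AXL and AMOTL2 passed the adjusted p with log2 changes of -0.51 and -0.52, which reached the fold limit without Ad-TEADi replicate 1 (-0.60 and -0.61). Cytokine genes went both ways. The interleukin IL1A and the prostaglandin synthase PTGS2 fell by 0.67 ± 0.05 and 0.73 ± 0.06, the receptor antagonist IL1RN and the alarmin IL33 rose by 1.18 ± 0.11 and 1.06 ± 0.15, and the list of 25 held 3 rises and 4 falls (adjusted p = 0.477). IVL, a precursor of the cornified envelope, rose from 2.95 ± 0.366 in Ad-GFP to 5.41 ± 1.41 in Ad-TEADi (log2 change 0.68 ± 0.13, and no longer called at 0.53 without Ad-TEADi replicate 3 or 0.38 with a pseudocount of 5). E2F1, an activator of replication genes, had a log2 change of -0.62 ± 0.12, and of -0.48 and -0.58, no longer called, without Ad-TEADi replicate 2 or 3, or -0.48 with a pseudocount of 5. At 24 h, Ad-TEADi replicate 1 lay nearest to the control mean for all 8 plotted genes.

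**Figure D1:**
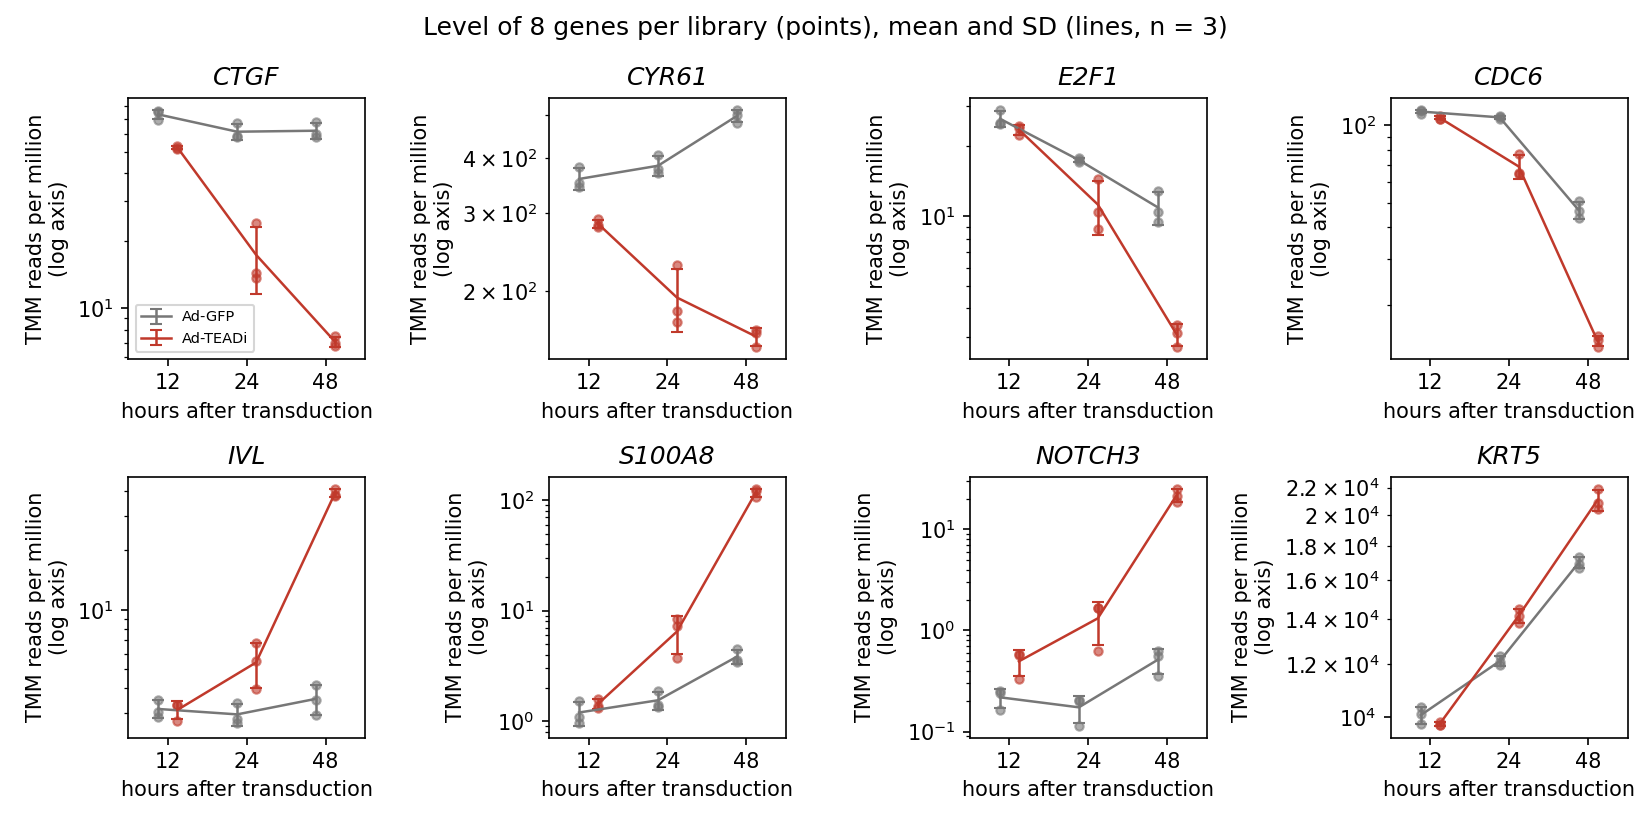
Deposited TMM normalized CPM (log axis) of 8 genes against hours after transduction, with each library as a point and mean and SD (n = 3) as lines, for Ad-GFP (grey) and Ad-TEADi (red). CTGF stands at 62.1 in Ad-GFP and 7.06 in Ad-TEADi at 48 h, and IVL at 3.54 and 39.0.

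The 48 h comparison asked which changes were present after longer expression of the inhibitor. Keratinocyte differentiation genes rose and cell cycle genes fell. S100A8 rose from 3.83 ± 0.575 in Ad-GFP to 118 ± 9.81 in Ad-TEADi (log2 change 4.62 ± 0.17, adjusted p = 4.5e-16) and S100A9 by 4.04 ± 0.19. The cornified envelope precursor SPRR1A rose by 4.14 ± 0.17 and the receptor NOTCH3, which signals in suprabasal keratinocytes, by 3.91 ± 0.16. MMP1 rose by 4.20 ± 0.17. In hg19 coordinates of the deposited table, S100A8 lies on chromosome 1 from 153362508 to 153363665 and NOTCH3 on chromosome 19 from 15270444 to 15311793.

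CTGF, on chromosome 6 from 132269316 to 132272514, fell from 62.1 ± 5.37 in Ad-GFP to 7.06 ± 0.376 in Ad-TEADi (log2 change -2.97 ± 0.15, adjusted p = 1.4e-09). ADAMTS1 and the connexin GJA5 fell with log2 changes of -2.32 ± 0.13 and -2.03 ± 0.15. The phosphatase ALPL, the pentraxin PTX3, the leukotriene pathway gene ALOX5AP, the vasoconstrictor EDN1, the actin-binding TAGLN and the scaffold AKAP12 fell with log2 changes of -2.13, -1.94, -1.91, -1.85, -1.85 and -1.81. TNFAIP1, RRAS2, HMGB3, PRPF31, HLA-F and CRIM1 met the call and belong to the genes of uncertain copies. TNFAIP1, RRAS2, HMGB3 and PRPF31 were listed at 0 reads in all Ad-GFP libraries at 48 h, and the calls of RRAS2, HMGB3 and CRIM1 ended when any 1 Ad-GFP library of that time was left out (adjusted p up to 0.0521, 0.0528 and 0.0912), those of RRAS2 and HMGB3 also without Ad-TEADi replicate 2 or 3 (up to 0.0533 and 0.0540). The calls of HLA-F and CRIM1 ended in a fit of the 48 h libraries alone (adjusted p = 0.108 and 0.279), and that of CRIM1 with a pseudocount of 0.1 (0.0664). In all, 1686 genes changed, 841 higher and 845 lower, and 6775 passed the adjusted p alone. Of the 1686 genes, 1647 remained called without genes of uncertain copies. The balance was 386 higher and 608 lower with a mean value of at least 10, 312 and 193 at an adjusted p under 0.01 with a fold change of at least 2, and 229 and 162 on TPM values.

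Groups of the upper epidermis rose at 48 h. In the cornified envelope list 11 of 16 rose and none fell, with 11 adjusted over the list alone (adjusted p = 8.1e-09, and adjusted p = 0.0293 with an estimated correlation). These 16 are the tested part of 44 members, of which 22 were among the deposited genes, and LOR and FLG were not. In this and the other lists, a member low elsewhere could enter the test through the 3 libraries of 1 group. A rise at 48 h could thus itself admit a member, so counts and set tests describe tested members only. Tested members were 11 of 19 in the spinous layer list and 14 of 25 in the lipid barrier list. They were 13 of 23 in the desquamation list and 7 of 13 among fibroblast markers. IVL rose from 3.54 ± 0.625 in Ad-GFP to 39.0 ± 1.82 in Ad-TEADi, and CNFN and PRR9 by 2.26 ± 0.15 and 2.11 ± 0.15. In the spinous layer list 9 of 11 rose, 9 adjusted over the list alone (adjusted p = 1.1e-06, and adjusted p = 0.0277 with an estimated correlation), among them SBSN, at 0.696 ± 0.218 in Ad-GFP and 12.6 ± 1.29 in Ad-TEADi, and the desmosomal cadherin DSG1 and LYPD3 with log2 changes of 2.52 and 1.15. Of the differentiation transcription factors 12 of 22 rose, 12 adjusted over the list alone (adjusted p = 5.7e-08, and adjusted p = 0.0293 with an estimated correlation), with GRHL3, MAF and OVOL1 at 2.17, 2.53 and 2.33.

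The lipid barrier list held 6 rises and 2 falls among 14 members (adjusted p = 0.00203; adjusted p = 0.0562 with an estimated correlation), with the sulfotransferase SULT2B1, the lipoxygenase ALOX15B and the lipid transporter ABCA12 rising by 2.66, 2.14 and 1.62. Desquamation proteases and inhibitors held 7 rises and 1 fall of 13 (adjusted p = 0.00985; adjusted p = 0.0562 with an estimated correlation). SPINK5, an inhibitor of skin kallikreins, rose by 2.47, and the inhibitor of plasminogen activators SERPINB2 fell by 1.19. The desmosome and tight junction list held 9 rises and 1 fall of 23 (adjusted p = 4.6e-07; adjusted p = 0.0667 with an estimated correlation), with the cadherins DSC2 and DSG3 at 1.81 and 1.17. The antimicrobial and barrier alarm list held 8 rises and 1 fall of 15 (adjusted p = 2.2e-05; adjusted p = 0.0562 with an estimated correlation), and the wound keratin KRT6B rose by 1.14. For each of these 4 lists the counts were the same adjusted over the list alone.

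Cell cycle lists fell at 48 h. In S phase 36 of 43 fell and none rose, 36 adjusted over the list alone (adjusted p = 6.5e-21, and adjusted p = 0.0366 with an estimated correlation). CDC6 fell from 46.8 ± 3.65 in Ad-GFP to 14.4 ± 0.693 in Ad-TEADi (log2 change -1.63 ± 0.06), and the helicase subunits MCM5, MCM6 and MCM2 by 1.39, 1.25 and 1.40. In G2 and M phase 41 of 53 fell, 41 adjusted over the list alone (adjusted p = 1.2e-22, and adjusted p = 0.0256 with an estimated correlation), with the anaphase activator CDC20, the kinesin KIF2C and the cytokinesis gene ANLN at -1.26, -1.11 and -0.95. Of the E2F family, cyclins and CDKs 10 of 25 fell, 10 adjusted over the list alone (adjusted p = 1.0e-07; adjusted p = 0.0562 with an estimated correlation), including MYBL2, FOXM1 and CCNB1 at -0.98, -1.04 and -0.77. In ribosome biogenesis 6 of 25 fell, 6 adjusted over the list alone (adjusted p = 6.8e-10, and adjusted p = 0.0293 with an estimated correlation), with POLR1B and RRP9 at -0.76 and -0.82. The CDK inhibitor CDKN2B rose by 1.48 ± 0.09, 1 of 6 in its list (adjusted p = 0.438), and CDKN1A was measured at 369 ± 1.64 in Ad-GFP and 343 ± 16.6 in Ad-TEADi.

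Of the YAP/TAZ-TEAD targets at 48 h 7 of 20 fell and 1 rose, the same counts as adjusted over the list alone (adjusted p = 2.3e-05; adjusted p = 0.116 with an estimated correlation). CYR61 fell from 499 ± 16.2 in Ad-GFP to 158 ± 7.41 in Ad-TEADi (log2 change -1.66 ± 0.08), and AXL, AMOTL2 and TGFB2 by 1.16, 1.15 and 0.83. In the Hippo pathway list 1 of 24 rose and 2 fell, with a mean of -0.04 and a test direction that was higher (adjusted p = 0.873), with the cofactor VGLL1 and the factor TEAD4 at -1.37 and -0.64 (-0.58 and -0.50, no longer called, with a pseudocount of 5). VGLL4 was measured at 45.5 ± 2.77 in Ad-GFP and 66.0 ± 3.28 in Ad-TEADi, and WWTR1, which encodes TAZ, at 29.3 ± 1.11 in Ad-GFP and 38.8 ± 2.69 in Ad-TEADi, with log2 changes of 0.53 ± 0.06 and 0.39 ± 0.06 that passed the adjusted p and missed the fold limit. Reads from the inhibitor, which carries domains of both and of YAP1, were not separated from those of the cellular genes. ATF4 and unfolded protein stress genes fell in 9 of 17 cases, 9 adjusted over the list alone (adjusted p = 3.1e-07; adjusted p = 0.0570 with an estimated correlation), HERPUD1, ASNS and DDIT3 among them at -1.23, -0.79 and -1.13.

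Basal layer genes were not lower as a group. Of 23 basal layer and hemidesmosome genes 5 rose and 2 fell (adjusted p = 6.5e-05; adjusted p = 0.132 with an estimated correlation). The fibronectin receptor subunit ITGA5 rose by 0.80 ± 0.04. The basal keratin KRT5 was measured at 16993 ± 318 in Ad-GFP and 21077 ± 764 in Ad-TEADi (log2 change 0.31 ± 0.03, below the fold limit). For this keratin the study reported lower mRNA by quantitative PCR, and lower protein, at the same time after transduction. The sequencing values went the opposite way to that PCR result, and the reason was not tested. KRT14 stood at 0.57, just under the limit, and reached it without Ad-GFP replicate 3 or Ad-TEADi replicate 2 (0.59 and 0.60), or with median-ratio rescaling (0.60). The basal transcription factor TP63 was measured at 271 ± 2.97 in Ad-GFP and 287 ± 7.82 in Ad-TEADi. Its transcript was thus not lower, whereas the study reported less of its protein, which these data do not measure. The early differentiation keratin KRT10 rose by 0.71 ± 0.11 (0.55, no longer called, with a pseudocount of 5). The related KRT1 was listed at 0.969 ± 0.0373 in Ad-TEADi and 0.0757 ± 0.0501 in Ad-GFP at 48 h. The transglutaminase TGM3 was listed at 1.19 ± 0.246 in Ad-TEADi at 48 h, with 17 to 31 reads per library, and at 0 reads in Ad-GFP. Both were higher in Ad-TEADi but fell short of the filter and were not tested.

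Genes named by the study rose in 8 and fell in 7 of 24 cases at 48 h, the same adjusted over the list alone, and this list is not independent evidence (adjusted p = 0.287). Besides those above, the transglutaminase TGM1 and the epidermal factor ZNF750 rose by 1.86 ± 0.13 and 1.96 ± 0.16, and E2F1, CCND1, PCNA and FST fell by 1.54, 0.63, 0.67 and 0.78. FOXN1 met the call and is among the genes of uncertain copies, so no fold is given. E2F2, E2F5, E2F8, KLF4, YAP1 and CD44 were not called, with log2 changes of -0.37, -0.41, -0.54, 0.47, 0.02 and 0.10, and E2F8 was called without Ad-TEADi replicate 2 (-0.63). Of these, KLF4, E2F5 and E2F8 passed the adjusted p and missed the fold limit (adjusted p = 0.0169 for E2F5 and 8.4e-04 for E2F8). E2F2 did not pass the adjusted p (0.0562). With a pseudocount of 0.1 instead of 1, E2F2, E2F5 and E2F8 were called (-0.94, -0.73 and -0.92, adjusted p = 0.0114, 0.0328 and 8.1e-05).

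Other lists went both ways or stayed near control at 48 h. Inflammatory cytokines held 6 rises and 9 falls of 25 (adjusted p = 0.810), with IL1RN and IL36RN, antagonists of interleukin receptors, rising by 2.37 and 2.75 and IL1A and PTGS2 falling by 1.24 and 1.60. EGFR ligands and AP-1/ERK feedback genes held 1 rise and 5 falls of 24 (adjusted p = 0.121), with the ligands AREG, HBEGF and EREG at -0.97, -0.81 and -0.80. The Notch list held 3 rises and 3 falls of 16, with a median of -0.17 and a mean of 0.14 (adjusted p = 0.829). TGF-beta and matrix genes held 7 rises and 3 falls of 28 (adjusted p = 8.2e-04; adjusted p = 0.122 with an estimated correlation), led by TGFBI at 1.42. Hypoxia and glycolysis genes held 7 rises and 1 fall of 20 (adjusted p = 0.00306; adjusted p = 0.273 with an estimated correlation), and the glucose transporter SLC2A1 rose by 0.93. Counts adjusted over the list alone were the same for these lists.

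Calls were few in the remaining lists at 48 h. The p53 targets held 2 rises and 1 fall of 21 (adjusted p = 0.310), the interferon response 1 rise of 34, with a median of -0.08 and a test direction that was higher (adjusted p = 0.992), and Wnt targets 2 rises and 2 falls of 10 (adjusted p = 0.934). Cholesterol synthesis held 1 fall of 24 (adjusted p = 0.337) and SRF and actin cytoskeleton 3 falls of 22 (adjusted p = 0.299). No mitochondrial transcript of 13 and no housekeeping control of 14 was called (adjusted p = 0.331 and 0.337). Of 7 fibroblast markers 3 rose and 1 fell (adjusted p = 0.0470; adjusted p = 0.119 with an estimated correlation), with the proteoglycan DCN rising from 0.153 ± 0.0241 in Ad-GFP to 8.34 ± 1.75 in Ad-TEADi. The fibroblast call ended without Ad-GFP replicate 1 at 12 h (adjusted p = 0.0592) or replicate 3 at 12, 24 or 48 h (0.0537, 0.0503 and 0.0501), and without Ad-TEADi replicate 1 at 12, 24 or 48 h (0.0524, 0.0530 and 0.0611). It also ended with a pseudocount of 0.1 or 5 (0.0557 and 0.0525) and with median-ratio rescaling (0.0652). Among markers of other cells, MITF of melanocytes fell by 0.59 and was no longer called without Ad-GFP replicate 1 or Ad-TEADi replicate 2 or 3 (-0.51, -0.55 and -0.51), with median-ratio rescaling (-0.58) or with a pseudocount of 5 (-0.18), and CD14 of myeloid cells rose from 0.186 ± 0.0608 in Ad-GFP to 1.21 ± 0.117 in Ad-TEADi, 1 of 3 immune and endothelial markers, and was no longer called with a pseudocount of 5 (log2 change 0.26). These last lists were too small for a set test.

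**Figure D2:**
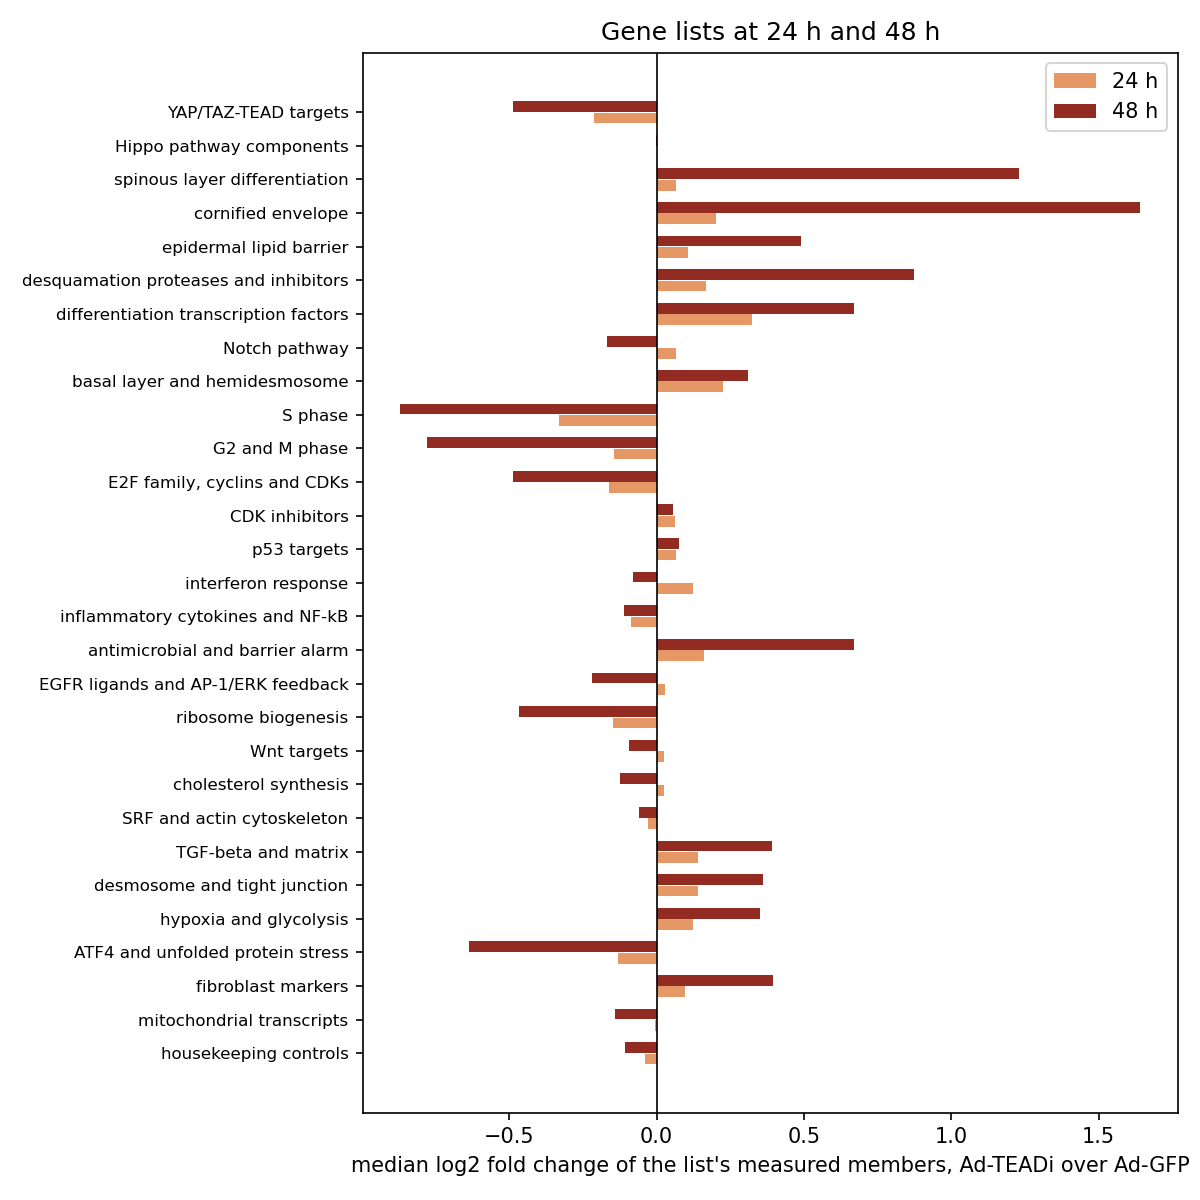
Median log2 fold change of Ad-TEADi over Ad-GFP (horizontal axis) of the measured members of each list, at 24 h (light bars) and 48 h (dark bars), with no error drawn. The cornified envelope has the highest median at 48 h, 1.64, and S phase the lowest, -0.87.

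The responses at 24 h and 48 h were compared directly. Of the genes that rose at 24 h, 146 of 156 rose at 48 h, against 9.78 expected (one-sided Fisher's exact test, p = 8.4e-167), and of those that fell, 72 of 84 fell at 48 h, against 5.29 expected (p = 1.0e-74). None of the 218 shared genes changed in opposite directions. Across 12996 genes with copies not in doubt, the log2 changes at 24 h and 48 h had a Pearson's r of 0.720 and a Spearman's rho of 0.661, and those at 12 h and 24 h an r of 0.138 and a rho of 0.0946. At 12 h and 48 h they were 0.215 and 0.230, which makes 3 correlations between times. These correlations and the overlap tests are across genes, which are not independent replicates. Calls at both times also share an estimate of the spread per gene, so the overlap p-values do not measure the spread between cultures. Genes that fell at 24 h already lay below control at 12 h in 91.0% of 78 cases, with a median log2 change of -0.15 at 12 h, and those that rose lay above it in 76.6% of 154. For 813 genes the response at 48 h differed from that at 24 h, higher for 404 and lower for 409. That balance moved with the setting, to 114 higher and 285 lower with a mean value of at least 10, 141 and 27 at an adjusted p under 0.01 with a fold change of at least 2, and 95 and 47 on TPM values.

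**Figure D3:**
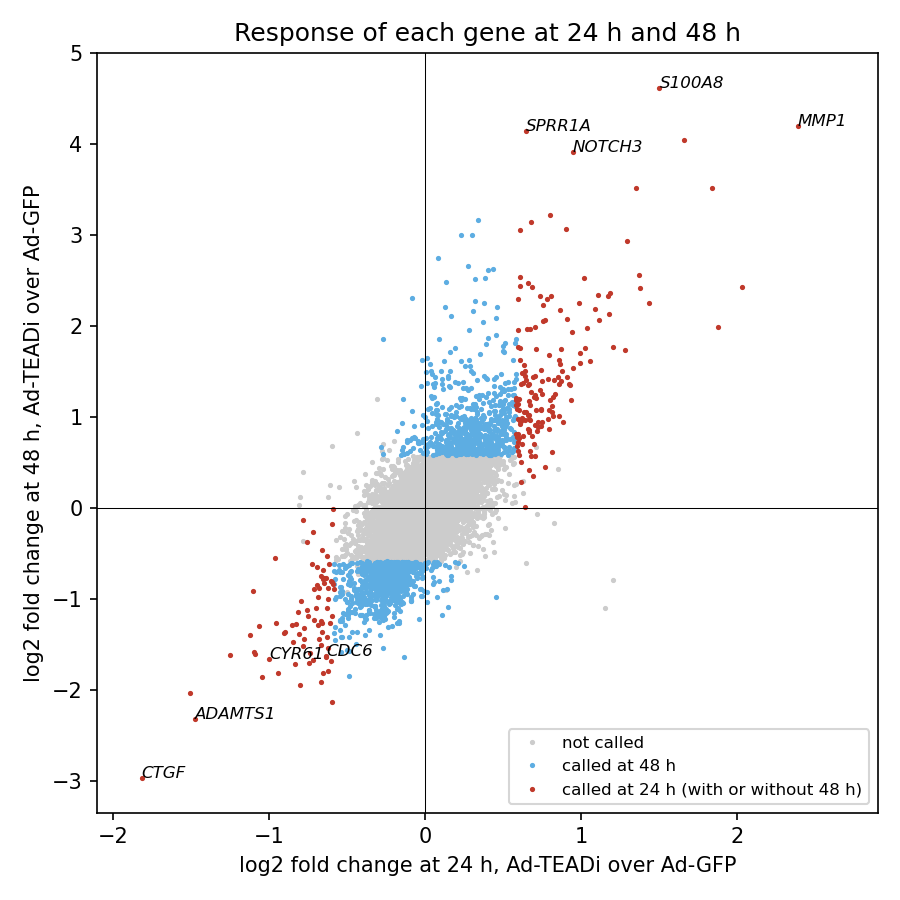
Log2 fold change of each gene at 24 h (horizontal axis) and 48 h (vertical axis), Ad-TEADi over Ad-GFP, for genes with copies not in doubt, colored by call. Called genes lie along a diagonal, with S100A8 and MMP1 at the top right and CTGF at the bottom left.

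The background was the change of Ad-GFP cells over the same period, from 12 h to 48 h. FGFR3 rose from 7.30 ± 0.726 at 12 h to 55.1 ± 3.62 at 48 h (log2 change 2.76 ± 0.13), and the stress gene NDRG1 and the secretory gene AGR2 rose by 2.41 ± 0.05 and 2.40 ± 0.10. The antiviral genes RSAD2 and CMPK2 fell by 2.83 ± 0.33 and 2.65 ± 0.28, and the lysosomal reductase IFI30 and the metalloprotease ADAMTS15 fell with log2 changes of -2.67 ± 0.18 and -2.82 ± 0.14. GNL1 and TNFAIP1 met the call, each with 1 of its groups listed at 0 reads, and are genes of uncertain copies. In all, 1824 genes changed, 1119 higher and 705 lower, against 202 higher and 330 lower on TPM values.

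Among the lists, 40 of 43 S phase genes fell in Ad-GFP cells, the same adjusted over the list alone (adjusted p = 6.1e-25, and adjusted p = 0.0293 with an estimated correlation). CDC6, named here after its value was seen, fell from 113 ± 1.73 at 12 h to 46.8 ± 3.65 at 48 h. EGFR ligands and AP-1/ERK feedback genes rose in 11 of 24 cases, the same adjusted over the list alone (adjusted p = 2.0e-06, and adjusted p = 0.0293 with an estimated correlation). Interferon response genes fell in 33 of 34 cases, the same adjusted over the list alone, with a median log2 change of -1.29 (adjusted p = 8.7e-16; adjusted p = 0.173 with an estimated correlation). ATF4 and unfolded protein stress genes rose in 10 of 17 cases, the same adjusted over the list alone (adjusted p = 1.0e-04; adjusted p = 0.132 with an estimated correlation). Rises were 8 of 16 in the cornified envelope, 9 of 23 in the basal layer and 10 of 20 in the hypoxia and glycolysis list, with 0, 1 and 1 falls. Their adjusted p-values were 3.0e-04, 1.0e-07 and 1.2e-06, and 0.101, 0.0562 and 0.0816 with an estimated correlation.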

Values the study reported

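The study called genes at an absolute fold change of at least 1.5 with an FDR-adjusted q under 0.05, and reported no such gene at 12 h. It found predicted TEAD sites near about 19% of the genes lower and 25% of the genes higher at 48 h.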

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

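The relabelling of residuals in this part was chosen after the split counts had been seen; the split counts themselves were planned before the data were examined.

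The response to Ad-TEADi is singled out because it differed between 24 h and 48 h by a test of the difference itself. It differed for 813 genes, higher at 48 h for 404 and lower for 409, and the share that was higher ran from 28.6% with a mean value of at least 10 to 66.9% on TPM values and 83.9% at an adjusted p under 0.01 with a fold change of at least 2. Among genes higher at 48 h, the difference in log2 (48 h minus 24 h) was 3.50 for SPRR1A, 3.12 for S100A8, 2.96 for NOTCH3, 2.38 for S100A9, 2.16 for MMP9, 1.82 for MMP1, 1.68 for MMP10, 1.19 for FAM213A, 1.05 for CA12 and 0.81 for AKR1C2. Among genes lower at 48 h it was -0.81 for EDN1, -0.85 for ADAMTS1, -0.87 for AKAP12, -1.14 for PTX3, -1.15 for CTGF, -1.24 for ALOX5AP, -1.36 for TAGLN and -1.53 for ALPL. These genes were taken from the 10 largest rises and falls at 24 h or 48 h because they were also called for the difference. The pseudocount shrinks a response at low levels most. For genes low at 24 h, such as NOTCH3, the difference can therefore exceed that of the log2 ratios of the levels. The median difference was 1.65 for the cornified envelope list, 0.997 for spinous layer differentiation, 0.57 for antimicrobial and barrier alarm genes, 0.50 for desquamation proteases and inhibitors, 0.42 for the epidermal lipid barrier and 0.30 for differentiation transcription factors. It was -0.62 for G2 and M phase, -0.56 for S phase and -0.30 for ribosome biogenesis.

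Of 100 splits of the 24 h and 48 h libraries within their times, 11 gave a count as large as the real 813, the real one included, and the highest count was 2357. All 10 other splits with as large a count kept or mirrored the grouping of the 48 h libraries by virus, as did no other split drawn, and without that grouping the highest count was 1. Such splits carry the 48 h effect of the virus themselves, so their number does not exclude chance and does not speak for it. Residuals were also relabelled after the effects of virus and time had been removed. This used a fit of the 24 h and 48 h libraries alone, in which the real count was 820 instead of 813. Of 100 labelings 1, the real one, reached that count, and the next highest count was 93. This argues against chance differences of that kind between libraries that are independent of each other. Deviations shared by the cultures of a group could not be told apart by it. The labels name no batch that could be tested, and longer expression of the inhibitor stays a hypothesis.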

How the results depend on the processing

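Gene and list results past the threshold in either fit kept their direction, with 1 exception, while uncalled values near 0, such as IVL and TGM1 at 12 h, also changed sign with a library left out. Counts moved with thresholds and low values, and where no reason is given, the cause was not tested. Counts are given in the order 12 h, 24 h, 48 h, difference of responses and Ad-GFP over time, against 6, 240, 1686, 813 and 1824. With a pseudocount of 5 they were 2, 95, 953, 346 and 981, with 88 genes called at both 24 h and 48 h, and 28 of 457 named gene results were no longer called; with a pseudocount of 0.1 the 24 h count was 384 and the shared count 336. With a mean of at least 10, fewer genes were tested and the limma counts were 0, 134, 994, 399 and 1115, with 127 shared and 2082 genes at 12 h at an unadjusted p under 0.05. On TPM values they were 2, 48, 391, 142 and 532, and the share of rises in Ad-GFP cells over time was 38.0% against 61.3%. The pseudocount of 1 weighed more on those smaller values, so these counts do not compare the measures alone. With no minimum fold change they were 148, 2407, 6775, 2791 and 7516, and at an adjusted p under 0.01 with a fold change of at least 2 they were 1, 36, 505, 168 and 444. Without trend and robust options the 12 h count was 1. The authors' deposited q-values gave 1, 448 and 2713 genes, and their step-up FDR 1 at 12 h and 389 at 24 h. Voom weights, chosen after seeing the data, gave 395 at 24 h. With an estimated correlation 20 of 69 list calls remained. Median-ratio rescaling, no filter on low values and only the libraries compared left every count within 1.5 times, although the fit of only the libraries compared ended the call of 5 of 457 named gene results, and rescaling left 450 of 457 named gene results as they were. With a library left out the counts ran from 1 to 9 at 12 h, 208 to 347 at 24 h, 1669 to 1765 at 48 h, 660 to 875 for the difference of responses, 1767 to 1980 for Ad-GFP and 177 to 309 shared. Mitochondrial transcripts at 24 h turned direction without Ad-TEADi replicate 3, with adjusted p from 0.0311 in that fit to 0.982 in the others. edgeR and DESeq2 on whole reads were not run, because whole reads could not be recovered. The lower depths limit what could be tested among genes with few reads.

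With a replicate block the counts were 8, 237, 1690, 819 and 1827, with 218 genes shared and 69 list calls; fibroblast markers at 48 h were no longer called (adjusted p = 0.0722) and interferon response at 24 h was (adjusted p = 0.0165). The block ended the calls of RPL10 and PQBP1 at 24 h (adjusted p = 0.0518 and 0.0636) and of HMGB3 and CRIM1 at 48 h (0.0836 and 0.0722). A library correlated best with its own number in 6 of 9 pairs, a hint of pairing, but the correlations lay between -0.04 and 0.10 and were not all over 0.1, so the numbers were not treated as pairs.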

Other observations

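The comparisons of gene copies, of the interferon list and of the cultures over time in this part were chosen after the main results had been seen.

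Some genes jump between few and many reads. OTUD5 was at 0 in 15 of 18 libraries and between 41.6 and 44.8 in the 3 Ad-TEADi libraries at 12 h, while its TPM ran the other way, from 1.37 in Ad-GFP to 0.00151. Among genes with at least 100 reads, 36.0% of 317 listed on patch or haplotype contigs swung over 16-fold between libraries of the same group, against 0.790% of 11015 on main chromosomes (Fisher's exact test, p = 7.0e-130), a ratio of 45.5. These shares tie the swings to such contigs and do not show how they arise. Reads shared between copies of a gene could account for such swings, but the ratio is not specific to that account. The difference of OTUD5 lies between groups and is not among them, and the folds of these genes are not read as biology here. All 81 genes with a fold of at least 100 in the authors' deposited table were genes of uncertain copies.

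The interferon response list was lower in Ad-TEADi at 12 h, with a mean log2 difference of -0.32 and 34 of 34 members lower, none of them called (adjusted p = 0.288 with an estimated correlation). With 1 library left out the difference stayed between -0.21 and -0.44, so no single library accounts for all of it. The weakest value came without 12 h Ad-TEADi replicate 1. The groups nearly touched, with mean log2 levels of the list at 7.135 in Ad-GFP replicate 1 and 7.132 in Ad-TEADi replicate 2. Against the median of the other genes the difference stayed at or below -0.21. The scaling already held the median log2 change of all genes at 12 h at 4.0e-04, so this comparison could hardly come out otherwise. It shows only that the list was lower relative to other genes. At 24 h the list lay the other way, with a mean of 0.15 (adjusted p = 0.107; adjusted p = 0.788 with an estimated correlation), and was called without Ad-GFP replicate 2 (0.00880) or Ad-TEADi replicate 2 (0.0480) or 3 (2.2e-06). At 12 h an exact test over the libraries gave p = 0.1, the smallest value possible with 3 against 3. A difference in virus dose between the cultures was not tested and could give the same pattern, so the cause stays open.

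Whether the inhibitor speeds changes that control cultures make anyway was asked across 12996 genes. The Ad-GFP change from 12 h to 24 h had a Pearson's r of -0.10 with the 48 h response, computed before a prediction for it was written, and decides nothing, because by 48 h the control cultures have made that change as well. The Ad-GFP change from 12 h to 48 h had an r of 0.23 with the 24 h response, between the bounds set beforehand, so that form may hold in part and remains open.

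With 6 libraries there are 10 splits into 3 and 3, too few for a share under 0.05. The real grouping gave the largest count in each case, 1 of 10 splits: 6 genes at 12 h against 3 in the next, 240 at 24 h against 0, 1686 at 48 h against 1, and 1824 in Ad-GFP over time against 1.

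The authors' deposited table holds 1 gene past these limits at 12 h, a gene of uncertain copies. That is higher than the number quoted from the study above.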
